A study of Homo sapiens with 12 samples.

How the data were processed

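Open chromatin was profiled by ATAC-seq (transposase insertion into accessible DNA, followed by sequencing) in KYSE150 and KYSE510, 2 established human oesophageal squamous carcinoma cell lines, after silencing of the long non-coding RNA HCP5 or in control cells. There were 3 libraries in each of the 4 groups, 12 in all. Per the labels, nuclei were transposed with a TruePrep kit and sequenced as paired ends on an Illumina NovaSeq instrument. How HCP5 was silenced, which control was used, the aligner, the peak caller, the handling of duplicate reads and the genome build are not stated in the labels. Groups, cell lines and replicate numbers were taken from the labels.

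The authors deposited 1 peak table for each library. Per the file headers, each table gives the fold enrichment of a peak, a ratio of its height to the local background that the authors computed. The deposited values follow the form (height + 1) / (background + 1), which was tested on the files. Per the file headers, each peak also has a p-value and an FDR, given on the linear scale. The largest deposited p-value was 0.00987 in every library, so the lists read as thresholded at a p-value of 0.01 without an FDR threshold. Per the file headers, the pileup column is the peak height, a signal in whole numbers at 1 position and not a count of reads over the peak. The deposited tables also give the length of each peak, for which the authors' smallest value was 200 bp. No value was normalised between libraries by the authors as far as the tables show, and read counts and coverage tracks were not used here. The sequencing depth is therefore unknown, and no counting interval or detection floor was computed. Instead, the background behind each peak was solved from its height and fold enrichment. The lower bound shared by the largest number of peaks, called the implied background, was used as a stand-in for relative depth. Every deposited p-value that was checked matched the Poisson tail at that peak's own background.

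The tables name unplaced sequences that belong to GRCh38, and no build is stated. The build was checked by comparing the share of strong peaks near gene ends with the share after all peaks were moved by 50 kb. The ratio of these shares was 3.87 to 5.04 across the 12 libraries with a RefSeq gene table for GRCh38.p14. That table was used only for gene names, for neighbouring genes and for shares of peaks near gene ends. All coordinates given are those of the deposited peaks or of regions merged from them, counted from 1.

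Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, bedtools 2.31.1, R 4.3.3 with limma 3.58.1, and matplotlib 3.10.9. Peaks on chromosomes 1 to 22, X and Y were used, 24 chromosomes in all. The groups, the tests, the rule for named regions and most alternatives were fixed before the data were examined. Per library, the number of peaks, the covered length and the share of peaks near gene ends were computed. The plan was the share within 1 kb of a transcription start site, but the tables carry no annotation and the gene table has no strand. The share within 1 kb of either end of any of 20037 protein-coding genes was used in its place. Groups were compared within each line by a two-sided exact permutation test of the difference in means over the 10 splits of 6 libraries. The smallest possible p of that test is 0.1. The difference between lines in the effect of silencing on peak number was tested over 400 relabellings, as the difference in log2 ratios of mean peak number. Sharing of peaks was measured by the base-pair Jaccard index, with a one-sided exact permutation test of same-treatment pairs against different-treatment pairs.

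Peaks of the 6 libraries of a line, or of all 12, were merged where they overlapped by at least 1 bp. A region was called in a library when a peak of that library overlapped it. Regions called in all libraries of one treatment and in none of the other were counted on each side, and counted again in the other splits. The direction of such regions in both lines was compared by a two-sided Fisher's exact test. Over regions called in every library, the within-library ranks of fold enrichment were turned into normal scores. These scores were compared by limma's moderated test (lmFit and eBayes) with Benjamini-Hochberg adjusted p under 0.05. The same test with a treatment-by-line term was run over regions called in all 12 libraries.

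The rank test was tested on simulated data with 200 planted changes. The first noise model of the simulation recovered few of them and was replaced by a model with less extreme variances, and a larger shift was added at the same time. In the simulation for KYSE150, with 45053 regions, 0, 41.5 and 94.5% of planted shifts of 1, 2 and 3 score units were recovered, with 0, 4 and 5 false calls. In the simulation for KYSE510, with 48299 regions, 0, 0 and 85.0% were recovered, with 0, 0 and 8 false calls. Shifts of 1 unit were thus out of reach in both lines, and shifts of 2 units in KYSE510.

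Named genes were HCP5, MYC, UTP3 and VEGFA, fixed from the title of the series and from what is known of the study. Peaks within 1 kb of the span of each gene were counted. Named regions were, for each line and direction, the 3 with the smallest p among rank-test calls or, with no call, the 2 with the smallest p. For regions called on one side, the 3 with the highest mean fold-enrichment percentile were named. The percentile and the height of the strongest peak of each named gene were added after the data were seen.

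Replicate numbers are shared between control and silenced libraries of each line and come from the labels, which do not say what links libraries of the same number. The main comparisons had no replicate block. The per-library values, the named genes and the rank tests were repeated with the number as a block (a sign-flip test over 8 sign patterns, with a smallest p of 0.25, or a block term in limma). After the data were seen, the difference between lines in the effect on peak number was also repeated by flipping signs within pairs of both lines, over 64 patterns with a smallest p of 0.0313. The same difference was also recomputed after dividing by the implied background and after fitting a slope on its log2 value in each line. No block was used for the Jaccard index, the one-sided regions or the shared direction. The other alternatives were an FDR of at most 1e-05, size-matched lists, all sequences named in the tables, a gene-end distance of 3 kb, reciprocal overlap or coverage of 50%, a looser presence rule, ranks of p-values, a filter at a mean percentile of 25, and leaving out each library. Size-matched lists held the 546453 most significant peaks in each KYSE150 library and 115761 in each KYSE510 library. Filters at an FDR of at most 0.05 and at a height of at least 3, and the FDR of 1e-05 for the difference in effect between lines, were chosen after seeing the data.

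The tables allow no base composition, read-level or fragment-length check, and exons, introns and motifs were not analysed here. Expression data were not used here, so the silencing of HCP5 itself could not be measured.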

Results

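ATAC-seq peak lists were available for 12 libraries of the oesophageal squamous carcinoma lines KYSE150 and KYSE510. Each line had 3 control libraries and 3 libraries of cells in which the long non-coding RNA HCP5 was silenced. The title of the series links HCP5 to apoptosis and to regulation of c-Myc transcription through UTP3. The comparison of silenced with control libraries in each line asks whether chromatin accessibility changed after silencing. Read numbers were not used here, so the depth of each library is unknown. The implied background, a height expected by chance that stands in for relative depth, was 0.0826 to 0.108 height units in KYSE150 libraries and 0.180 to 0.217 in KYSE510 libraries.

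The lists of the 2 lines differed in length and make-up. KYSE150 libraries had 546453 to 629921 peaks covering 124 to 144 Mb. KYSE510 libraries had 115761 to 135841 peaks covering 37.9 to 44.5 Mb. In KYSE150, 80.8 to 82.5% of the peaks of a library had a height of 1, the lowest possible, whereas every KYSE510 peak had a height of at least 2. The share of peaks with an FDR of at most 0.05 was 13.9 to 17.2% in KYSE150 and 81.8 to 86.2% in KYSE510. Peaks on other sequences made up 0.123 to 0.143% of the KYSE150 lists and 0.0716 to 0.0971% of the KYSE510 lists.

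Control libraries of KYSE150 had 455212 more peaks on average than those of KYSE510 (two-sided exact permutation p = 0.1, the smallest possible with 3 against 3). With all 6 libraries per line the difference was 451426.5 peaks (exact permutation p = 0.00216, the smallest possible). The sign depended on the threshold. Between control libraries the difference at an FDR of at most 1e-05 was -11655.3 peaks, at an FDR of at most 0.05 it was -4937.33, and among peaks with a height of at least 3 it was -48984.3 (exact permutation p = 0.1, 0.4 and 0.1). The line cannot be told apart from any difference in sequencing or peak calling between the sets.

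At the deposited threshold the difference in peak number between silenced and control libraries was smaller than the SD of either group in both lines. KYSE150 control libraries had 579717 ± 11164.5 peaks (mean ± SD, n = 3) and silenced libraries had 576071 ± 46713.4, a difference of -3646.33 (two-sided exact permutation p = 1). Among alternative thresholds, the one that moved this difference most was the FDR of at most 0.05, chosen after seeing the data, at which it was -11367.3 (exact permutation p = 0.1). Removing the linear relation to the implied background, described below, moved it further and reversed its sign, to 16840 (exact permutation p = 0.2). KYSE510 control libraries had 124505 ± 8268.75 peaks and silenced libraries had 128430 ± 8840.94, a difference of 3924.67 (exact permutation p = 0.6). The covered length was 135 ± 3.07 Mb in control and 132 ± 10.9 Mb in silenced KYSE150 libraries (exact permutation p = 0.8). It was 41.1 ± 3.05 and 42.2 ± 2.71 Mb in KYSE510 (exact permutation p = 0.7). The share of peaks within 1 kb of a gene end was 3.93 ± 0.0768% and 3.99 ± 0.268% in KYSE150 (exact permutation p = 0.8). It was 12.1 ± 0.662% and 11.8 ± 0.664% in KYSE510 (exact permutation p = 0.5). Across these 6 tests the smallest Benjamini-Hochberg adjusted p was 0.96. With 3 libraries against 3 no p under 0.1 was possible, and some alternatives reached that value. In KYSE150 the groups did not overlap at an FDR of at most 0.05, with 96400 to 97874 peaks in control and 78240 to 91884 in silenced libraries. They did not overlap at an FDR of at most 1e-05 either, with 24662 to 26960 and 19378 to 24056 peaks (exact permutation p = 0.1 each). The covered length of KYSE150 then differed by -4.42 Mb at an FDR of at most 0.05, -1.95 Mb at 1e-05 and -2.24 Mb at a height of at least 3 (exact permutation p = 0.1 each). The gene-end share differed by 0.969 percentage points in KYSE150 at an FDR of at most 0.05 and by -1.67 in KYSE510 at 1e-05 (exact permutation p = 0.1 each).

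**Figure D1:**
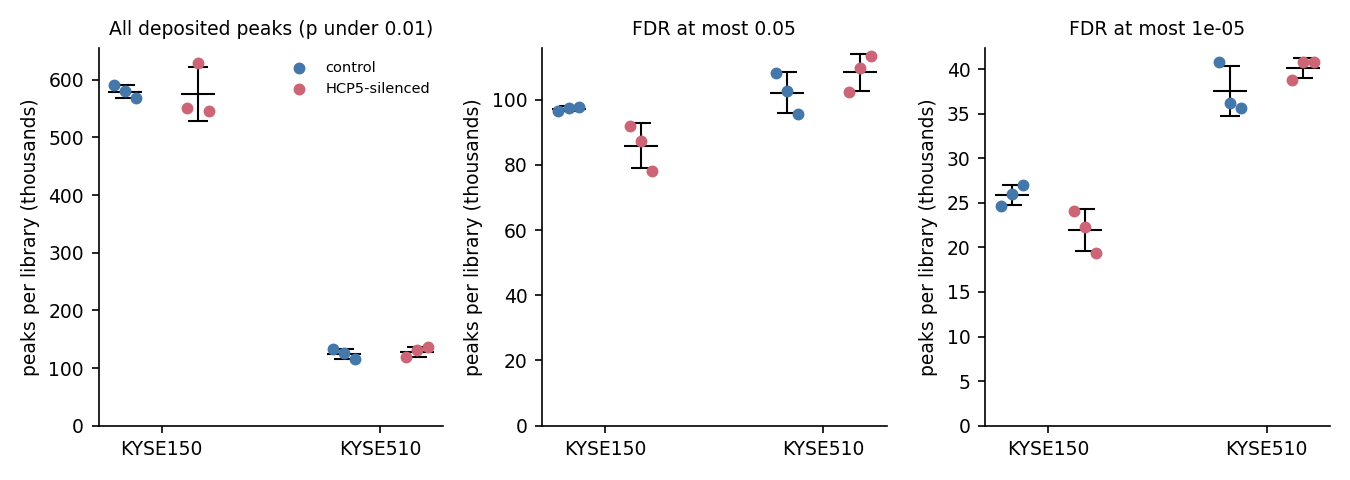
Peaks per library at 3 thresholds, for control and HCP5-silenced libraries of each line (points, libraries; lines, mean and SD, n = 3). At the deposited threshold the KYSE150 lists are several times longer than the KYSE510 lists, and at an FDR of at most 1e-05 they are shorter, at 19378 to 26960 against 35617 to 40820 peaks.

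Pairing libraries by replicate number did not separate the groups at the deposited threshold either. The paired differences in peak number ranged from -39033 to 50183 in KYSE150 (exact sign-flip permutation p = 1) and from -13554 to 20080 in KYSE510 (p = 0.75), around the mean differences of -3646.33 and 3924.67 that hold with or without the replicate block. Paired p values for covered length and gene-end share were 0.75 in both lines, with 0.25 the smallest possible. At stricter thresholds all 3 KYSE150 pairs had fewer peaks after silencing. Their log2 ratios were -0.323 to -0.0692 at an FDR of at most 0.05 and -0.476 to -0.0359 at 1e-05. In KYSE510 2 of 3 pairs had more peaks at each of these thresholds. The deviations of same-numbered libraries from their group means correlated only weakly across regions called in all 6 libraries. The mean r was 0.0352 in KYSE150 and 0.0547 in KYSE510. Regions are not independent replicates.

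The effect of silencing on peak number did not differ between the lines at the deposited threshold. The log2 ratio of silenced to control peak numbers in KYSE150 minus that in KYSE510 was -0.05 (two-sided permutation over 400 relabellings, p = 0.595). It was -0.27 at an FDR of at most 0.05 (permutation p = 0.02), -0.34 at an FDR of at most 1e-05 (permutation p = 0.015) and -0.18 at a height of at least 3 (permutation p = 0.085). These 3 thresholds were applied to this result after the data were seen, and the Benjamini-Hochberg adjusted p values over the 4 tests were 0.595, 0.04, 0.04 and 0.113. At an FDR of at most 0.05, KYSE150 had 97210 ± 748 peaks in control and 85842.7 ± 6955 in silenced libraries, and KYSE510 had 102147 ± 6230 and 108435 ± 5668 (mean ± SD, n = 3). Within either line the differences of -11367.3 and 6288 had exact permutation p values of 0.1 and 0.3. Divided by the implied background, the difference between the lines was -0.15 at an FDR of at most 0.05 (permutation p = 0.13) and -0.23 at an FDR of at most 1e-05 (permutation p = 0.07). With a slope on the background fitted in each line it was -0.23 (permutation p = 0.015) and -0.29 (permutation p = 0.055). With the replicate number as a block, pairs of libraries gave -0.06 at the deposited threshold, -0.27 at an FDR of at most 0.05 and -0.34 at 1e-05. The sign-flip permutation p values were 0.656, 0.0938 and 0.0938, with 0.0313 the smallest possible. The correlations of same-numbered libraries given above were taken across regions and do not describe peak numbers.

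Peak number followed the implied background across the 6 libraries of each line. In KYSE150 Pearson's r was 0.850 (exact permutation p = 0.0403) and Spearman's rho was 0.943 (p = 0.0167). Without the 2 libraries farthest from the median background r was 0.924. Within the 3 control libraries r was 0.0613 and within the 3 silenced libraries it was 0.941. In KYSE510 r was 0.942 (exact permutation p = 0.0181) and rho was 0.886 (p = 0.0333), with r = 0.949 without the 2 farthest libraries, 0.995 within controls and 0.972 within silenced libraries. The 4 p values had Benjamini-Hochberg adjusted values of 0.0403 or 0.0361. No sequencing batch is given in the labels, and the treatment groups served as the subsets for these within-group values. The mean background was 0.102 in control and 0.0946 in silenced KYSE150 libraries (exact permutation p = 0.4) and 0.199 and 0.198 in KYSE510 (exact permutation p = 0.8), tests that cannot give a p under 0.1. With the linear relation to the background removed, silenced libraries had 16840 more peaks than control libraries in KYSE150 (exact permutation p = 0.2), opposite in sign to the uncorrected difference of -3646.33. In KYSE510 they had 4106 more (exact permutation p = 0.1, the smallest possible).

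**Figure D2:**
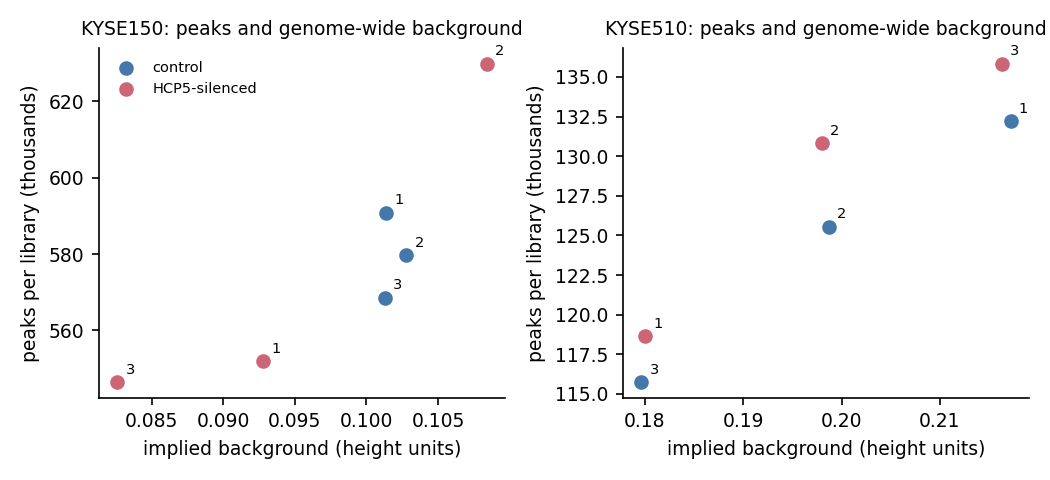
Peaks per library against the implied background in height units, for the 6 libraries of each line (points, libraries coloured by treatment). Libraries with a higher background had more peaks in both lines, with r = 0.850 in KYSE150 and 0.942 in KYSE510.

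The weakest peaks recurred little between replicates. In KYSE150, 13.7 ± 0.828% of peaks with a height of 1 overlapped a peak of another library of the same group (mean ± SD over 12 ordered pairs). After moving the peaks by 1 Mb the share was 8.92 ± 0.450%. Of peaks with a height of at least 10, 98.6% overlapped in KYSE150 and 96.95% in KYSE510. Peaks of height 2 in KYSE510 overlapped in 15.7%, against 2.74% when moved.

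**Figure D3:**
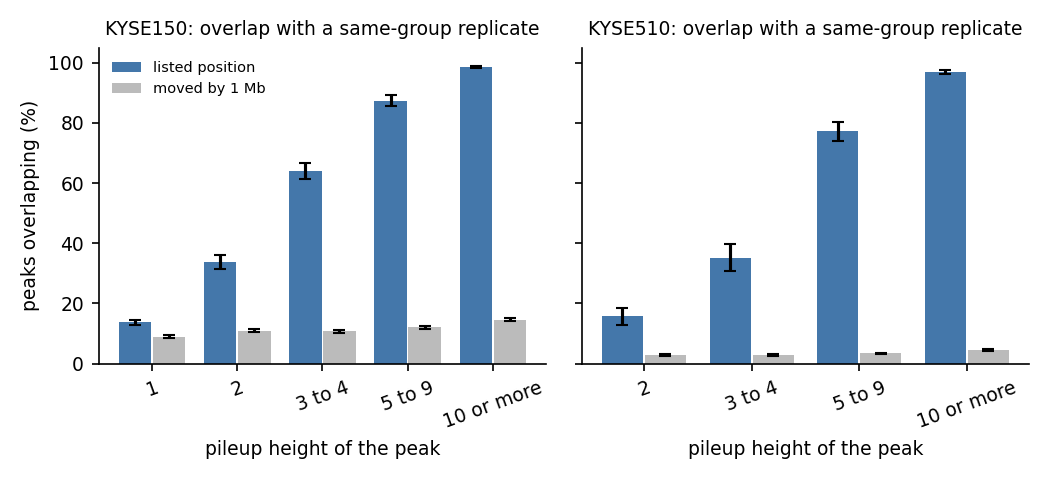
Percent of peaks that overlap a peak of another library of the same group, by pileup height, at the listed position and after moving by 1 Mb (bars, mean; error bars, SD over 12 ordered pairs). Overlap rises from 13.7% at a height of 1 to 98.6% at 10 or more in KYSE150.

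Libraries of one treatment shared slightly more covered bases than libraries of different treatments. In KYSE150 the mean Jaccard index was 0.1046 within and 0.1043 between treatments, a difference of 0.000349 (one-sided exact permutation p = 0.1, the smallest possible). In KYSE510 it was 0.384 and 0.378, a difference of 0.00580 (one-sided exact permutation p = 0.1). Both adjusted p values were 0.1. The alternative that moved these most was the FDR of at most 1e-05, with differences of 0.00899 and 0.0122. In KYSE150 the sign reversed when any 1 control library was left out, down to -0.00228. In KYSE510 the sign held, with differences of 0.00159 to 0.00919 when 1 library was left out. The lowest values came without silenced replicate 2 or 3 (one-sided exact permutation p = 0.4 and 0.5). Single pairs of libraries spread over 0.0966 to 0.111 in KYSE150 and 0.371 to 0.394 in KYSE510.

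Merging gave 2301668 regions in KYSE150, of which 71.8% were called in 1 library and 45053 in all 6. KYSE510 had 307296 regions, of which 56.0% were called in 1 library and 48299 in all 6. In KYSE150, 6773 regions were called in all control and no silenced libraries and 5718 in all silenced and no control libraries. Among these, 88.1 and 90.7% never exceeded a height of 2. In KYSE510 the counts were 934 and 1678, of which 0.214 and 0.0596% never exceeded a height of 2. The total of 12491 in KYSE150 compares with 11973 to 12476 in the other splits of the same libraries, and the total of 2612 in KYSE510 with 1783 to 2073. The totals at an FDR of at most 0.05 were 1644 against 1268 to 1462 in KYSE150 and 2403 against 1526 to 1834 in KYSE510. At an FDR of at most 1e-05 they were 635 against 384 to 561 and 1101 against 585 to 746. As a ratio, the alternative that moved the counts most in KYSE150 was the FDR of at most 1e-05, with 548 control-side and 87 silenced-side regions. In KYSE510 it was allowing 1 opposing library, with 3845 and 5808 regions. More regions lay on the control side in KYSE150 and more on the silenced side in KYSE510 at each threshold tried.

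**Figure D4:**
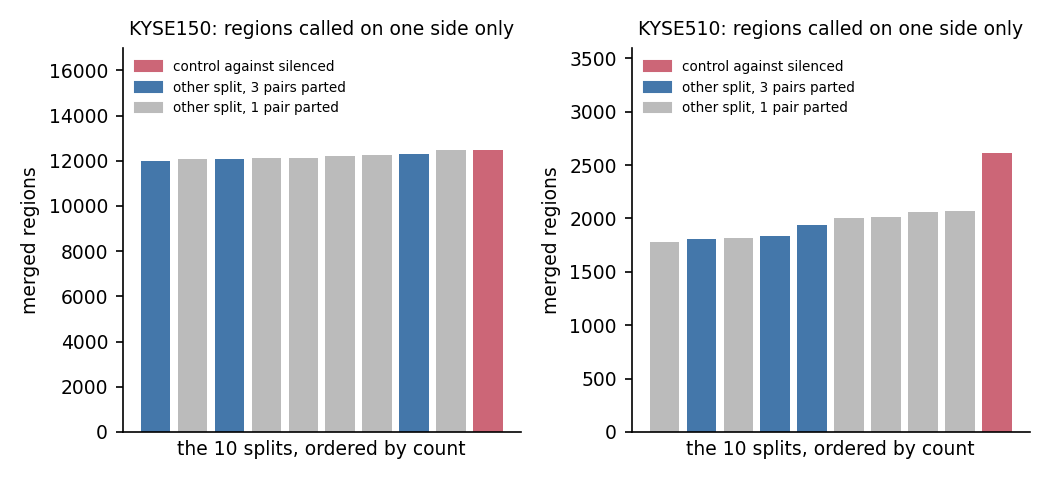
Number of merged regions called in all 3 libraries of one side and in none of the other, for each of the 10 splits of the 6 libraries of a line, ordered by count. The split by treatment gives 12491 regions in KYSE150 and 2612 in KYSE510, against at most 12476 and 2073 in the other splits.

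The regions called on one side with the highest mean fold-enrichment percentiles were as follows. On the control side of KYSE150 they lay at 11:88338306-88338682 (nearest protein-coding gene CTSC, mean percentile 97.1), 20:45885004-45885288 (in ZSWIM1, 95.6) and 1:211680740-211681118 (nearest gene NEK2, 95.5). On its silenced side they lay at 22:20008307-20008811 (in ARVCF, 96.0), 3:42120872-42121189 (in TRAK1, 95.4) and 1:40662810-40663119 (in RIMS3, 95.2). Heights were only 4 to 14 in these control-side and 4 to 8 in these silenced-side regions. Most KYSE150 peaks had a height of 1, so percentiles cannot be compared between the lines. At an FDR of at most 1e-05 none of these KYSE150 regions kept its one-sided pattern in full. On the control side of KYSE510 they lay at 17:4679639-4680128 (in PELP1, 85.5), 6:105669151-105669657 (nearest gene PREP, 77.2) and 8:51526059-51526422 (in PXDNL, 76.7). On its silenced side they lay at 8:127499391-127499792 (nearest gene POU5F1B, 84.3), 1:56506889-56507527 (in PLPP3, 81.8) and 16:14358582-14359048 (nearest gene PARN, 80.7). The heights of the POU5F1B region were 19 to 27, within a segment of chromosome 8 where the implied background of KYSE510 was raised in all 6 libraries. These 12 regions were selected for their presence pattern and have no test of their own.

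Across all 12 libraries, 47 regions were called on one side in both lines. Of these, 11 were control-only in both lines and 15 silenced-only in both, while 15 were control-only in KYSE150 and silenced-only in KYSE510 and 6 were the reverse. The log2 odds ratio for a shared direction was 0.87 (two-sided Fisher's exact test, p = 0.375). The alternative that moved it most was the FDR of at most 1e-05, with a log2 odds ratio of 5.33 over 11 regions (Fisher's exact p = 0.0152). The counts there were 5, 1, 0 and 5. With a count of 0 the plain odds ratio is infinite, so 5.33 depends on a correction and its size is not comparable with 0.87. At a height of at least 3 the log2 odds ratio was -0.85 over 12 regions (Fisher's exact p = 1). Regions are not independent replicates.

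The rank test made 0 calls in either line. In KYSE150, 45053 regions were tested, 1195 were higher and 1234 lower in silenced libraries at an unadjusted p under 0.05, and the smallest limma adjusted p was 0.425. In KYSE510, 48299 regions were tested, 1909 were higher and 1620 lower, and the smallest limma adjusted p was 0.343. With the replicate number as a block the calls were again 0. The unadjusted counts were then 1240 higher and 1312 lower in KYSE150 and 2064 higher and 1732 lower in KYSE510, with smallest limma adjusted p values of 0.873 and 0.524. The correlation of same-numbered libraries behind this block was 0.0352 and 0.0547, as given above. Among alternatives that kept all libraries, the one that moved the smallest adjusted p most was the height of at least 3, with 0.934 in KYSE150 and 0.141 in KYSE510. In simulated data the test recovered 94.5 and 85.0% of planted shifts of 3 score units, and 41.5 and 0% of shifts of 2 units, in KYSE150 and KYSE510.

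None of the regions with the smallest p was significant after adjustment. In KYSE150 the lowest p was at 2:36770497-36771157 in VIT, where the score changed by -2.48 ± 0.343 (SE, n = 3 per group, limma adjusted p = 0.425) and the mean percentile went from 46.9 to 0.616. The next were a lower region in PTK2 (8:140668115-140668629, change -1.81) and higher regions in TBCD (17:82858232-82858875, 2.02) and ETF1 (5:138536673-138537275, 1.62), with a limma adjusted p of 0.925 each. Heights in these KYSE150 regions were low, at 1 to 8 in VIT and 1 to 2 in ETF1. In KYSE510 the lowest p was at 1:242207960-242208494 in PLD5, with a change of 2.49 ± 0.317 (SE, n = 3 per group, limma adjusted p = 0.343) and a mean percentile of 1.57 in control and 62.0 in silenced libraries. The others were a higher region in GDAP1L1 (20:44279149-44279707, 2.52) and lower regions in AFAP1 (4:7805537-7806325, -2.33) and near NUP35 (2:183740101-183740622, -1.82), with a limma adjusted p of 0.490 each.

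A difference between the lines in the rank change was called by limma at 1 of 28333 regions. It lay at 3:115518354-115519059, with GAP43 as the nearest protein-coding gene. The change in KYSE510 minus that in KYSE150 was 3.47 ± 0.510 score units (SE, n = 3 per group, limma adjusted p = 0.0488). The mean percentile fell from 20.7 ± 11.9 to 0.703 ± 0.180 with silencing in KYSE150 and rose from 7.66 ± 5.07 to 63.4 ± 18.9 in KYSE510 (SD, n = 3). With the replicate number as a block the adjusted p was 0.0720 and 0 regions were called. At an unadjusted p under 0.05 there were 808 regions in this direction and 747 in the other, and with the block 895 and 820.

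The numbers of peaks at the genes chosen beforehand differed between groups by no more than the larger SD. KYSE150 had 1.33 ± 2.31 peaks at HCP5 in control and 1.33 ± 0.577 in silenced libraries (exact permutation p = 1), present in 1 control and 3 silenced libraries. The control mean rested on replicate 3, with 4 peaks. The difference ran from -0.667 to 1.33 when 1 library was left out. It was 1 in size-matched lists (exact permutation p = 0.3), 0.667 at an FDR of at most 0.05 (exact permutation p = 0.4) and 0 at 1e-05. Every KYSE510 library had 1 peak at HCP5. MYC had 3.67 ± 0.577 and 3 ± 1 peaks in KYSE150 (exact permutation p = 0.7) and 2.67 ± 0.577 and 2.33 ± 0.577 in KYSE510 (exact permutation p = 1). UTP3 had 1.33 ± 0.577 peaks in both groups of KYSE150 and 1 in every KYSE510 library. VEGFA had 4 ± 1 and 4.33 ± 0.577 peaks in KYSE150 and 2 ± 1 and 2.33 ± 0.577 in KYSE510 (exact permutation p = 1 in both). The percentile of the strongest peak, a measure added after the data were seen, was 92.8 ± 3.12 in control and 96.7 ± 0.838 in silenced KYSE510 libraries for MYC (exact permutation p = 0.2). For UTP3 it was 91.5 ± 4.37 and 96.0 ± 2.24 (exact permutation p = 0.2). The alternative that moved these percentiles most was the FDR of at most 1e-05, with changes of 13.6 for MYC and 15.8 for UTP3 (exact permutation p = 0.2 each). In every KYSE510 library the strongest MYC peak lay within 8:127742988-127743564. Promoters were not assigned because the gene table has no strand, so this peak is not shown to lie at the MYC promoter. Its height, also added after the data were seen, was 73.7 ± 15.3 in control and 109 ± 4.51 in silenced libraries (exact permutation p = 0.1, the smallest possible). All silenced libraries (104 to 113) lay above all control libraries (56 to 83), and the paired p was 0.25, its smallest possible value, for the same mean difference of 35 with the replicate block. Such full separation of 3 from 3 has a chance of 5% in each direction. In KYSE510, 4.76% of 715 regions with a mean height of 50 to 150 were separated upward and 6.15% downward, and in KYSE150 0 and 23.4% of 154 such regions were, heights not being corrected for depth. The fold enrichments of the same MYC peak overlapped, at 8.91 to 12.2 in control and 11.6 to 13.5 in silenced libraries. In KYSE150 the height was 13.7 ± 5.13 and 14.7 ± 2.52 (exact permutation p = 0.9). Across the 22 tests on these 4 genes the smallest unadjusted p was 0.1, for the MYC height in KYSE510, and each adjusted p was 1. VEGFA in KYSE510 had, at an FDR of at most 0.05, 1 peak in every control and 2 peaks in every silenced library (exact permutation p = 0.1). With the replicate block, the paired p values of MYC and UTP3 percentiles in KYSE510 were 0.5 each (exact sign-flip permutation), with changes of 3.91 and 4.43 percentile points. HCP5 transcript levels are not measured by these peaks.

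The implied background around MYC was raised in KYSE510 in both groups. The bin 127 to 128 Mb of chromosome 8 had a median background of 11.9 ± 0.545 times the median bin over 6 libraries, with 12.04 ± 0.597 in control and 11.8 ± 0.568 in silenced libraries (exact permutation p = 0.5). The next bin, 128 to 129 Mb, had 7.55 times the median. In KYSE150 the values were 1.01 and 1. Fold enrichments of KYSE510 peaks in this segment were therefore computed by the authors against a higher background than elsewhere.

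**Figure D5:**
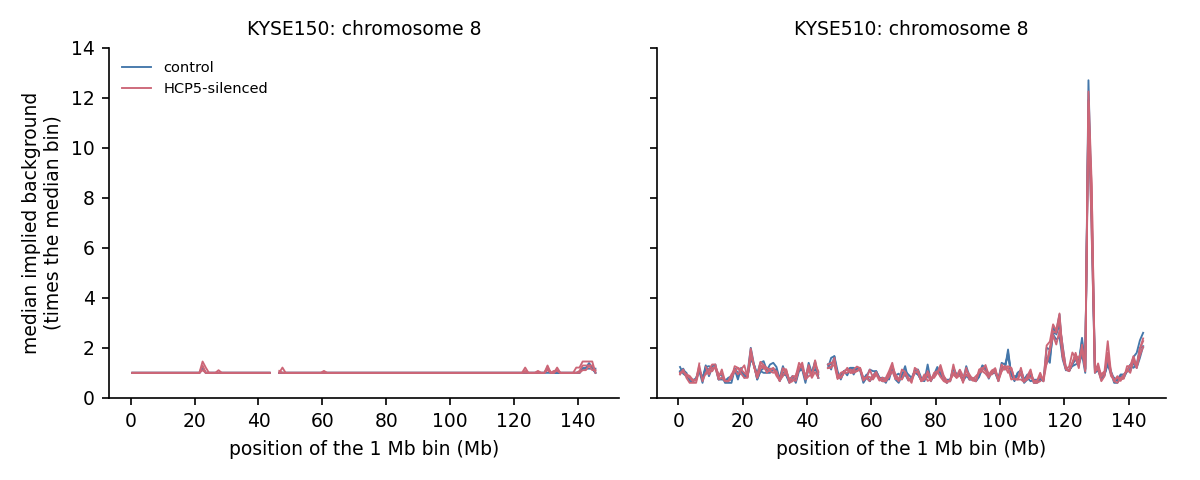
Median implied background of the peaks in each 1 Mb bin of chromosome 8, in times the median bin of the library, for the 6 libraries of each line (lines coloured by treatment). KYSE510 libraries reach 11.1 to 12.7 in the bin at 127 to 128 Mb, and KYSE150 libraries 1 to 1.08.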

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

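The thresholds at an FDR of at most 0.05 and 1e-05 for the difference in peak number, and all tests of explanations in this part, were chosen only after the results were seen.

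The effect of silencing on the number of significant peaks differed between the lines. At an FDR of at most 0.05 the log2 ratio of silenced to control in KYSE150 minus that in KYSE510 was -0.27 (two-sided permutation over 400 relabellings, p = 0.02), and at an FDR of at most 1e-05 it was -0.34 (permutation p = 0.015). On average, peaks became fewer in KYSE150 and more numerous in KYSE510, although neither line on its own could pass an exact test with 3 libraries against 3. KYSE150 reached the smallest possible exact permutation p of 0.1 at both thresholds. In KYSE510 the groups overlapped, with exact permutation p = 0.3 at an FDR of at most 0.05 and 0.2 at 1e-05. The difference between the lines was absent at the deposited threshold, at -0.05 (permutation p = 0.595). It was smaller at a height of at least 3, at -0.18 (permutation p = 0.085). A difference in depth was tested by dividing peak numbers by the implied background. The difference became -0.15 (permutation p = 0.13) at an FDR of at most 0.05 and -0.23 (permutation p = 0.07) at 1e-05. The background itself differed in the same direction, by -0.10 (permutation p = 0.47). The division kept more than it removed and assumes that peak number is proportional to background, whereas the fitted log2 slopes at an FDR of at most 0.05 were 0.37 in KYSE150 and 0.61 in KYSE510. With a slope fitted in each line the difference was -0.23 (permutation p = 0.015) at an FDR of at most 0.05 and -0.29 (permutation p = 0.055) at 1e-05. Libraries of nearly equal background also differed. In KYSE510, backgrounds of 0.217 in control and 0.216 in silenced libraries went with 108080 and 113443 peaks, 0.199 and 0.198 with 102704 and 109581, and 0.1796 and 0.18 with 95658 and 102282. In KYSE150 the silenced library with the highest background, 0.108, had 87404 peaks, fewer than any control library. The same library had the most peaks at the deposited threshold, 629921. Its 61543 peaks with a height of at least 3 exceeded the 60369 of control replicate 1. It therefore does not decide the question in KYSE150. Control backgrounds there spanned only 0.1013 to 0.1028, so the fitted slope rested largely on the silenced libraries. At an FDR of at most 0.05 the fitted slope and the KYSE510 libraries left a difference that the background does not fully explain. The background also enters each p-value, so it does not measure depth independently, and true depth is unknown. With the replicate number as a block, pairs of libraries gave -0.27 and -0.34 (sign-flip permutation p = 0.0938 each, smallest possible 0.0313). The correlations of 0.0352 and 0.0547 were taken across regions, not on peak numbers. From replicate 1 to 3, peak numbers at an FDR of at most 0.05 fell in KYSE510 control libraries (108080, 102704 and 95658). They rose in KYSE510 silenced libraries (102282, 109581 and 113443). In KYSE150 they rose in control libraries (96400, 97356 and 97874) and fell in silenced libraries (91884, 87404 and 78240). Library enrichment was weighed by the gene-end ratio of equally many of the most significant peaks, the share near gene ends over that of moved positions. In KYSE510 this ratio was 4.38 ± 0.0546 in control and 4.20 ± 0.130 in silenced libraries, a difference of -0.185 (mean ± SD, n = 3, exact permutation p = 0.1), opposite to better enrichment after silencing. In KYSE150 it was 5.08 ± 0.307 and 5.07 ± 0.0277 (exact permutation p = 0.8). A gain of peaks away from genes would lower the ratio too, so enrichment is not excluded. Stated as a share of each list, peaks with an FDR of at most 0.05 were 16.8 ± 0.450% in control and 14.9 ± 1.49% in silenced KYSE150 libraries (mean ± SD, n = 3, exact permutation p = 0.2). In KYSE510 they were 82.1 ± 0.495% and 84.5 ± 1.49% (exact permutation p = 0.1). A response to HCP5 silencing that differs between the lines may be part of it and remains a hypothesis.

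One region, 3:115518354-115519059 near GAP43, passed the test for a different rank change in the 2 lines, with a change 3.47 ± 0.510 score units greater in KYSE510 (SE, limma adjusted p = 0.0488). Over its alternatives the adjusted p ran from 0.0329 to 0.300. With the replicate block it was 0.0720, and the block removed the call. Among the 32 splits that part all same-numbered libraries, the real one included, 3 gave at least 1 region. A single call of this kind is thus obtained from other splits too, and chance may explain it. The region was not called in all 12 libraries at an FDR of at most 0.05 or 1e-05, at a height of at least 3 or in size-matched lists, and its percentiles in KYSE150 (20.7 ± 11.9 and 0.703 ± 0.180) include values near the bottom of the lists. Base composition could not be tested without the genome sequence.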

How the results depend on the processing

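Among values that answer a comparison, 221 recomputed under an alternative were unchanged. For tests this meant no opposite direction and the same side of the threshold. For counts it meant a ratio to the main count within a fixed limit. The spread between replicates was not used. Some could not move, such as peak numbers with every entry counted. Of the others, 49 moved, 18 reversed and 4 became significant. Among named genes and regions, 385 were unchanged in this sense, 11 lost significance, 15 reversed and 4 moved. Because 3 libraries against 3 cannot give an exact p under 0.1, an unchanged result of those tests shows no stability. Except where stated, the cause of a change was not tested.

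The counts of regions called on one side depended most on the processing. In KYSE150 the control side went from 6773 to 17342 when at most 1 opposing library was allowed, to 4182 when a peak had to cover at least 50% of the region, to 548 at an FDR of at most 1e-05, to 1268 at an FDR of at most 0.05 and to 880 at a height of at least 3. The silenced side went from 5718 to 14037, 3221, 87, 376 and 330 in the same order. In KYSE510 the control side went from 934 to 3845 with at most 1 opposing library and to 329 at an FDR of at most 1e-05, and the silenced side from 1678 to 5808 and 772. Across fits that each left out 1 library, the KYSE150 counts ran from 10114 to 35089 and from 8459 to 34024, and the KYSE510 counts from 1786 to 3400 and from 2792 to 5036. A smaller number of libraries admits more regions by construction.

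The shared direction between the lines had a log2 odds ratio of 0.87. It was 5.33 at an FDR of at most 1e-05 (Fisher's exact p = 0.0152, 11 regions) and -0.85 at a height of at least 3 (Fisher's exact p = 1, 12 regions). The value of 5.33 depends on a correction for a count of 0, so its size is not comparable with the others. The log2 odds ratio ran from -0.22 to 0.97 when 1 library was left out. The difference between the lines in the effect on peak number became significant at an FDR of at most 0.05 (-0.27) and 1e-05 (-0.34).

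The difference in peak number between the lines was 451426.5 with all 6 libraries per line, past the threshold because that test can reach a smaller p. Between control libraries it reversed from 455212 to -11655.3 at an FDR of at most 1e-05, -4937.33 at an FDR of at most 0.05 and -48984.3 at a height of at least 3 (exact permutation p = 0.1, 0.4 and 0.1). The cause of this reversal is given by the heights: at the KYSE150 backgrounds a height of 1 passes a Poisson p of 0.01, at the KYSE510 backgrounds it does not, and this matched the lowest height in 12 of 12 libraries.

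The rank test made 0 calls in each line under every alternative run. At an unadjusted p under 0.05 it gave 2429 regions in KYSE150 and 3529 in KYSE510. The single region called in the test between the lines was lost, leaving 0, with the replicate block, at an FDR of at most 1e-05 or 0.05, at a height of at least 3 and in size-matched lists. The unadjusted counts there were 1715, 439, 1162, 1153 and 1283 regions. Leaving out 1 library also gave 0 regions, except without KYSE150 control replicate 1 or without KYSE510 silenced replicate 3, where 1 region was called.

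Several small differences changed sign when 1 library was left out. The difference in peak number ran from -30571.5 to 11162.5 in KYSE150 and from -447.333 to 8817.5 in KYSE510. Covered length ran from -8.80 to 1.41 Mb and from -0.447 to 2.61 Mb, and the gene-end share from -0.0249 to 0.219 and from -0.685 to 0.0703 percentage points. The Jaccard difference in KYSE150 ran from -0.00228 to 0.00360. Percentiles of the strongest peak changed by -0.0618 to 1.10 for MYC, -0.480 to 0.503 for UTP3 and -1.03 to 0.655 for VEGFA in KYSE150, and by -1.85 to 7.87 for HCP5 and -2.18 to 10.7 for VEGFA in KYSE510. The height of the strongest peak changed by -1.83 to 3.17 for MYC and by -4.17 to 2.33 for UTP3 in KYSE150. VEGFA peak numbers changed by -0.167 to 0.833 in both lines.

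With the replicate block the differences in peak number stayed at -3646.33 and 3924.67, with sign-flip permutation p values of 1 and 0.75, of which the smallest possible is 0.25. The difference between the lines in the effect on peak number was -0.27 at an FDR of at most 0.05 and -0.34 at 1e-05 with the block, and neither was significant (permutation p = 0.0938 each). Counting every entry of the tables could not move any result, because none shares its start and end with another. The unknown depth limits the one-sided regions of KYSE150, since 88.1 and 90.7% of them never exceeded a height of 2. At such heights absence from a list was not distinguishable from missing a fragment. In KYSE510 0.214% of control-side and 0.0596% of silenced-side regions stayed at such heights, but no KYSE510 peak had a height under 2. A cut at this height therefore cannot be compared between the lines. KYSE510 peaks with a height of 3 to 4 overlapped a replicate in 35.2%, and KYSE150 peaks with a height of 2 in 33.7%. Missing a weak peak by chance is thus not excluded in KYSE510. Depth is unknown in both lines.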

Other observations

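The test on peaks of height 1, the comparison of the 2 sides with other splits in KYSE510 and the test on isolated peaks near MYC were written down before their results were seen, and all other tests in this part were chosen only after the result was seen.

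Peak number within a line varied with the implied background, with r = 0.850 in KYSE150 and 0.942 in KYSE510 over 6 libraries each (exact permutation p = 0.0403 and 0.0181). These values are consistent with a difference in depth as the source of much of the variation. In KYSE150 the relation did not hold within the 3 control libraries (r = 0.0613), whose backgrounds were nearly equal. The longer KYSE150 lists are accounted for by the authors' threshold. The Poisson chance of exceeding a height of 1 lay under 0.01 in the KYSE150 libraries alone, and with a required height of 3 the difference between the lines was -48984.3 peaks. No biological explanation of the list lengths was tested.

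Many peaks of height 1 in KYSE150 may be random background fragments. They overlapped a replicate 1.53 times as often as the same peaks moved by 1 Mb. The listed values of 12.1 to 14.9% lay above the highest moved value of 9.68%, so some recur, but the ratio is small next to that of taller peaks. The reading of this ratio was revised once after it was seen, from a plain background source to an open question. As a set these peaks recur more than moved positions, and no test here separates single recurring peaks from background.

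In KYSE510 more regions were called on the silenced side (1678) than on the control side (934), a difference of 744. With lists of equal length the difference remained at 578, but equal length does not equalise depth, so this cannot weigh against depth. The mean implied background was nearly equal, at 0.1985 in control and 0.1981 in silenced libraries, and true depth is unknown. A difference in library enrichment could not be separated from the treatment. The share of peaks with an FDR of at most 0.05 was 2.44 percentage points higher in silenced libraries, and each silenced library (83.5 to 86.2%) lay above each control library (81.8 to 82.6%). Of the 4 splits that part all same-numbered libraries, 1, the real one, gave a difference as large, and other splits gave 21 to 673. The other 6 of the 10 splits part 1 same-numbered pair each. With 4 such splits a share under 0.05 cannot be reached. The gene-end ratio of equally many peaks was lower in silenced libraries, with a difference of -0.185 (exact permutation p = 0.1), which points away from better enrichment but is an indirect measure. A gain of accessible regions after silencing may contribute, but the pattern cannot be told apart from library enrichment.

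The total number of one-sided regions was highest in the real split in both lines, 1 of the 4 splits that part all same-numbered libraries in KYSE150 (12491 against 11973 to 12281) and 1 of 4 in KYSE510 (2612 against 1807 to 1941). The splits that part 1 pair gave up to 12476 and 2073. At an FDR of at most 0.05 the KYSE150 total was 1644 against 1268 to 1462 in all other splits, and at 1e-05 it was 635 against 384 to 561. With 4 such splits a share under 0.05 is out of reach. The rank test gave 0 calls in all 4 splits of each line. In KYSE510 the count at an unadjusted p under 0.05 was 3529, or 7.31% of regions, reached by 1 of the 4 splits, with 1966 to 2068 in the other matched splits and up to 2865 in those that part 1 pair. In KYSE150 it was 2429, or 5.39%, against 1921 to 2029 in the other matched splits, while 2489 and 2456 in splits that part 1 pair exceeded it. The shared direction between the lines had an absolute log2 odds ratio matched or exceeded in 8 of the 16 pairs of splits that part all same-numbered libraries, and in 44 of all 100 pairs, in either direction.

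The rank changes of the 2 lines correlated weakly across regions called in all 12 libraries (r = 0.0729). Regions are not independent replicates. Of the 32 splits that part all same-numbered libraries, 2 gave a correlation as large in absolute value, the real one and its mirror in 1 line, and a share under 0.05 cannot be reached by absolute values. Of all 200 splits, 10 did, up to 0.106, in splits that part 1 pair in a line. With the sign kept, a choice made after the result was seen, the counts were 1 of 32 and 5 of 200. A small response common to both lines is a hypothesis. Base composition and fragment length were not testable here, so a technical source that differs between treatments in both lines may equally explain it.

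The heights of the tallest peaks hardly varied among KYSE150 libraries. For the 5 regions with a mean height of at least 500 (heights 523 to 1150), the median coefficient of variation was 1.74%, against 3.16% for Poisson counts and 9.31% for the implied background. In KYSE510, 8 such regions had 3.92%, against 3.94% for Poisson counts. Heights capped by removal of duplicate reads are a candidate explanation for the value of 1.74%, but 5 regions cannot settle it. No biological explanation was tested.

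The background around MYC was raised in KYSE510, to 11.9 times the median bin at 127 to 128 Mb of chromosome 8, in control and silenced libraries alike. The scan was prompted by tall peaks seen there. Of 2635 bins in KYSE510, 11 exceeded 3 times the median, among them 19:30 to 32 Mb (7.65 and 7.54) and 11:70 to 72 Mb (6.72 and 7.43), and 1 of 2887 bins did in KYSE150. The authors' local background could be raised by neighbouring peaks. Among peaks at least 10 kb from any other, the value in the MYC bin fell to 1.97 times (8 to 13 peaks per library). That technical explanation predicts such a drop, but in the next bin the value was 6.75 times. A second test was chosen after this. In windows of 100 kb with at least 8 peaks, the lowest background was above 3 times the genome-wide level in all 6 libraries in 13 of 20 windows near MYC. These lay between 127.4 and 129 Mb, with values of 3.05 to 26.6. Of 2281 windows of the genome with at least 8 peaks 1.62% were as high. A minimum of 8 peaks does not match their density to that near MYC, and this segment was chosen after its background was seen. The comparison therefore cannot weigh against neighbouring peaks. The MYC bin itself held different levels. The lowest background was 0.9997 to 1.616 times in the window at 127.2 Mb and 4.454 to 6.998 times in that at 127.4 Mb. Where the isolated peaks lay within this bin was not examined, so their value of 1.97 cannot weigh for neighbouring peaks. The value of 6.75 in the next bin points away from neighbouring peaks there. For the MYC bin, neighbouring peaks are not excluded. A gain of DNA copies of this segment in KYSE510 is a candidate explanation that these tables cannot decide. The value was raised in control libraries as well (12.04), so silencing is not needed for it.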
